A study of Homo sapiens with 2 samples. Its data were reported in "JMJD3 and UTX determine fidelity and lineage specification of human neural progenitor cells" (2020).

How the data were processed

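JMJD3, the product of KDM6B, removes methyl groups from lysine 27 of histone H3. Its genomic positions were measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in neural progenitor cells (NPCs) derived from H1, an established human embryonic stem cell line. The series holds 2 libraries, 1 precipitated with an anti-FLAG antibody and 1 input library of sheared chromatin without precipitation. Groups were taken from the antibody and the titles in the labels. The labels give the genotype as wild type, whereas the study's methods describe cells carrying a FLAG tag at the C terminus of JMJD3 for this assay. The signal is therefore described as anti-FLAG signal. The peak list of the ChIP library was analysed; for the input no separate file was used here, and it enters only through the control level behind each peak.

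According to the study's methods, reads were trimmed, aligned to hg38 with Bowtie2 and reduced to uniquely mapped, properly paired reads, duplicates were marked, and peaks were called with MACS2 on this 1 ChIP library with all duplicates that remained. The authors' fold enrichment of each peak is a ratio of the scaled ChIP pileup at the summit to the local control level, with 1 added to both. The deposited p-value and q-value of each peak are given as −log10 values, p from a Poisson model of the local control level and q after correction for multiple testing by the peak caller. The deposited score equals the whole part of 10 times −log10 p in 99.9% of peaks and was not used. Fold, p and q are the authors' values of single peaks and were used only to describe, rank or filter peaks within this list. Coordinates are on hg38, printed counting from 1, and 0 peaks ended beyond the end of a chromosome of that build.

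The list held 15988 peaks in 15988 distinct intervals, so each interval had 1 summit. Its values differed from the filter on q that the methods name. The largest p in the file was 0.0492, −log10 q was 0 for 98.3% of peaks, and 100 peaks had q under 0.05. The threshold of q under 0.05 had been fixed before the data were examined and was kept for the main results. All deposited peaks, which amount to a list filtered at p under 0.05, were added as a parallel set after the values had been seen, and each result is given for both sets.

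The number of ChIP fragments under each summit was solved from the authors' fold and p together. The most frequent p levels fixed a genome background of 4.16 control fragments per window, and the steps of the fold at that background fixed the weight of 1 ChIP fragment at 0.271 after scaling. With these values 100% of the peaks gave a whole number of ChIP fragments and a control level equal to the background, to a whole number, or to a step of 0.03 fragments. The steps of the control level correspond to fragments extended to 300 bp, and the narrowest peak was 300 bp wide. The ChIP had thus been scaled down to the control, and the p-values were computed on the scaled pileup. Total library sizes cannot be read from a peak list. On simulated peaks this step returned the right fragment count in 100% of 3925 peaks.

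Genes were the 20007 protein-coding genes of GENCODE release 44. A summit was assigned to a promoter when it lay within 3 kb of the transcription start site (TSS) of any transcript of a gene. The share of summits in promoter windows was compared with the share of the sequenced bases of hg38 in the same windows. Promoters were called CpG-rich when the 500 bp on each side of the 5′-most TSS had a GC content of at least 55% and a ratio of observed to expected CpG of at least 0.65. Of 20 gene lists written by hand before the data were examined, 19 were compared with random lists, and the list of the KDM6 genes, with 2 members, was only described. For each list the share of genes with a promoter peak was ranked among 10000 random lists of the same size, matched on the decile of the promoter CpG ratio. A list was said to stand apart at or above the 97.5th or at or below the 2.5th percentile. For 20 consensus sequences of transcription factors, also fixed beforehand, exact matches per base within 50 bp of a summit were divided by those from 150 to 250 bp on both sides, with 0.5 added to each count, and the ratio was ranked among up to 200 random orders of the same bases with the same number of CG pairs. The 97.5th percent point of these orders is called their upper limit, and a consensus at or above the 97.5th percentile is called enriched. Matches of the REST consensus with at most 2 mismatches were counted after the exact matches had been seen, with the stretch from 350 to 450 bp downstream of the summit as the comparison.

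Shares are given with exact Clopper-Pearson 95% intervals, the ratio of shares with a normal interval on the log scale, the ratio of median folds with a bootstrap interval from 2000 draws of peaks, and fragment counts with exact Poisson intervals. These intervals cover counting error only. With 1 ChIP library there was no replicate and no comparison between groups, and peaks and genes are not replicates, so no p-value across peaks or genes was computed. On simulated data with known answers, 100% of 5000 summits were placed on the right side of the promoter boundary, 3.25% of 400 unchanged lists of 50 genes and 99.8% of 400 lists with a 2-fold share stood apart when drawn from 20007 genes, and 20 of 20 consensuses were called when planted in 200 of 2000 windows against 0 of 20 when not planted.

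Alternatives fixed beforehand were stricter q thresholds of 0.01 and 0.001, peaks at or above the median fold, odd-numbered and even-numbered autosomes, 1 summit per interval, a promoter window of 1 kb, the 5′-most TSS only, any overlap of the peak with the window, other definitions of a CpG-rich promoter, unmatched random lists, a motif window of 100 bp, summits outside promoters and a distance of 300 bp around the TSS. Added later were autosomes only and peaks with a Poisson p under 1e-05 at the full ChIP depth. Genes and peaks named singly were chosen by a rule fixed beforehand: members of the lists of neural progenitor, neuronal and glial, and pluripotency markers, KDM6 genes and subunits of the BAF chromatin remodelling complex that had a promoter peak (SMARCA4, SMARCA2, ACTL6A and ACTL6B in any case), the 10 peaks with the highest fold, and the 3 members with the highest fold in any other list that stood apart. Some genes that meet this rule are not reported here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.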

Results

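To locate JMJD3 on the genome of human NPCs, the study precipitated chromatin of H1-derived NPCs with an anti-FLAG antibody and sequenced it next to an input library. The ChIP library gave 15988 peaks on 24 chromosomes of hg38, covering 7.09 Mb. Of these, 100 peaks (0.625%) had q under 0.05. There was 1 ChIP library, so no value below has a replicate error, and the intervals given cover counting error only.

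The authors' fold enrichment of the 100 peaks with q under 0.05 had a median of 4.14 and ranged from 3.10 to 10.48. Their summits held a median of 83 ChIP fragments, from 67 to 255, and their median width was 552 bp. Across all deposited peaks the median fold was 1.96, with a range from 1.41 to 10.48. The summits of the full list held a median of 37 fragments, against a genome background that corresponded to 15.3 ChIP fragments, and the smallest count was 30. The control level equalled the genome background at 33.9% of all peaks. The stricter threshold of q under 0.001 moved the number of peaks to 51, and dropping the q threshold moved it to 15988.

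The first question was whether the signal lay at promoters. Among the peaks with q under 0.05, 36 of 100 summits (36%, 95% interval 26.6 to 46.2) lay within 3 kb of a TSS, where 10.4% of the genome lies. Among all deposited peaks, 6780 of 15988 summits did (42.4%, 41.6 to 43.2). Both shares were above that of the genome by more than their intervals. The alternative that moved the first share most was a window of 1 kb, which held 23% of the summits and 4.30% of the genome. In a comparison added after the values had been seen, exons of annotated genes held 16% of the summits with q under 0.05 (9.43 to 24.7) and 15.9% of all summits (15.4 to 16.5), compared with 5.33% of the genome. Introns held 55% and 52.7% of the summits, compared with 55.2% of the genome.

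Promoter peaks were not clearly stronger than other peaks at the stricter threshold. Their median fold was 4.17, against 4.14 elsewhere, a ratio of 1.01 with a bootstrap interval from 0.957 to 1.12. Across all deposited peaks the medians were 1.997 and 1.928, and the ratio of 1.04 (1.03 to 1.04) was small but lay above 1, with a higher median at promoters on 21 of 23 chromosomes compared. Within 1 kb of a TSS, 14 of 23 summits with q under 0.05 lay downstream of it (60.9%, 38.5 to 80.3), which was not distinguishable from an even split at this number of peaks. In the full list 2263 of 5376 summits lay downstream (42.1%, 40.8 to 43.4), so that upstream positions prevailed by more than the interval.

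The strength of a peak went with its place (peaks were divided by −log10 p after the values had been seen). The promoter share was 32.6% (31.36 to 33.95) among the 5094 weakest peaks, with −log10 p up to 1.6, and 64.2% (61.0 to 67.3) among the 922 peaks between 3 and 4. It was 38.1% (26.1 to 51.2) among the 63 peaks above 8.

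**Figure D1:**
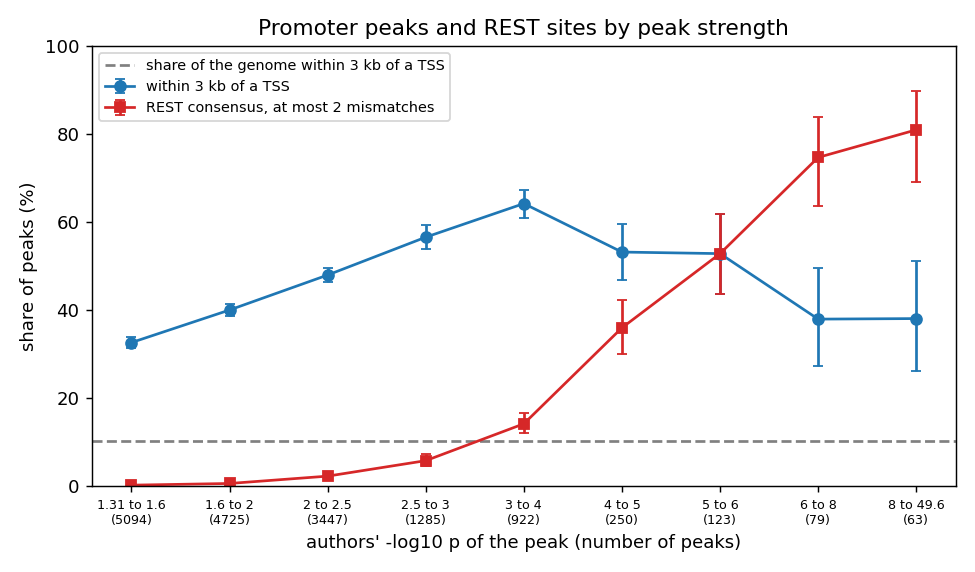
Share of peaks (vertical axis, %) in classes of the authors' −log10 p (horizontal axis, number of peaks in parentheses), for summits within 3 kb of a TSS (circles) and for peaks with the REST consensus with at most 2 mismatches within 50 bp of the summit (squares); bars are exact 95% intervals and the dashed line is the 10.4% of the genome within 3 kb of a TSS. The promoter share reaches 64.2% between −log10 p of 3 and 4 and is 38.1% above 8, where the REST share is 81.0%.

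Genes bound at their promoter were then counted. At q under 0.05, 39 of 20007 protein-coding genes had a promoter peak, and in the full list 6280 did. The narrower window of 1 kb left 25 and 5325 genes. Of 9755 genes with a CpG-rich promoter, 22 had a peak with q under 0.05, compared with 17 of 10252 other genes, a ratio of shares of 1.36 whose interval from 0.723 to 2.56 included 1. In the full list the shares were 39.6% (38.6 to 40.6) and 23.6% (22.7 to 24.4), a ratio of 1.68 (1.61 to 1.76). The alternative that moved this ratio most was the looser definition of a CpG-rich promoter, which gave 2.03.

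The chromosomes were compared after the values had been seen. The share of genes with a promoter peak in the full list was between 17.7% and 39.3% on the 22 autosomes. On chromosome X it was 1.28% (11 of 859 genes, 0.641 to 2.28), and 26 of the 15988 peaks lay on that chromosome, where the same genome background served as the control level for 73.1% of the peaks. On chromosome Y, 0 of 45 genes had a promoter peak. Chromosome 20 carried 11 of the 100 peaks with q under 0.05, of which 2 lay in a stretch of 1.5 Mb with raised control coverage.

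**Figure D2:**
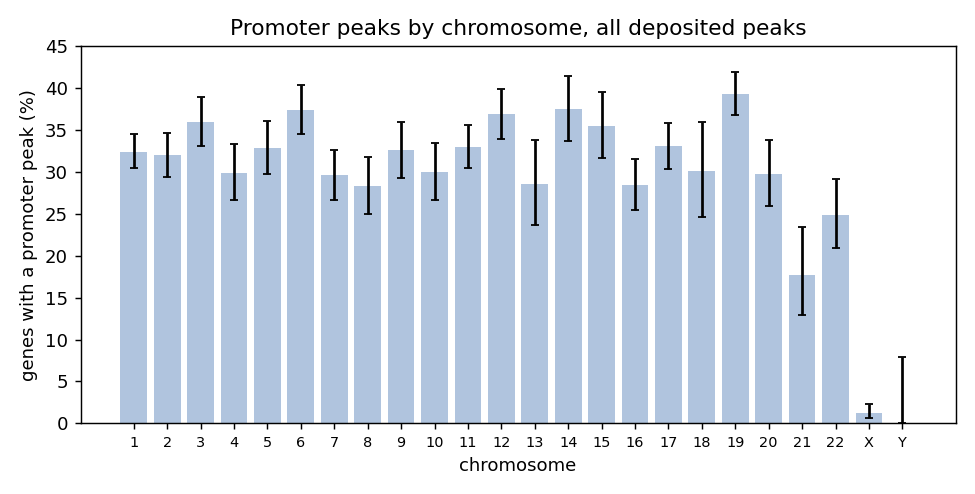
Share of protein-coding genes with a promoter peak among all deposited peaks (vertical axis, %) for each chromosome (horizontal axis); bars are shares and whiskers exact 95% intervals. Autosomes lie between 17.7% and 39.3%, and chromosome X is at 1.28%.

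The study asked which kinds of gene JMJD3 occupies, with neural development, cell cycle, autophagy and the BAF complex in view. At q under 0.05 the lists were too sparsely covered to compare, and 17 of 19 lists had no member with a promoter peak. The lists of neuronal and glial markers (percentile 98.9) and pluripotency markers (percentile 98.8) stood apart on 1 gene each. These genes were TUBB3 and LIN28A, whose peaks lay on the REST consensus described below. In the full list 8 of 19 lists stood apart from random lists of the same promoter CpG content. BAF subunits had the highest share, 18 of 26 genes (69.2%, 48.2 to 85.7), where 95% of random lists lay between 19.2% and 53.8%, at percentile 99.985. Cell cycle regulators had 28 of 50 (56%, percentile 99.63), with the highest fold at CHEK2 (3.24), CDK2 (3.22) and CDK4 (2.66). Mitochondrial ribosomal proteins had 39 of 78 (50%, percentile 98.01), led by MRPS18B (2.83), MRPL27 (2.54) and MRPL42 (2.45). With peaks limited to a Poisson p under 1e-05 at the full ChIP depth, BAF subunits were no longer apart (9 of 26, percentile 95.3). Cell cycle regulators fell to percentile 93.3 on the odd-numbered autosomes alone, and mitochondrial ribosomal proteins were no longer apart under 5 of 9 alternatives, with percentiles of 96.8 on odd-numbered autosomes, 96.5 on autosomes only, 95.6 with fold at or above the median, 91.2 with the 5′-most TSS only and 65.8 on even-numbered autosomes.

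The other 5 lists that stood apart had fewer promoter peaks than random lists. Genes of the random lists, and of the simulated ones, were drawn singly. Members of a gene family can be neighbours and share a peak, as the equal folds of KRT8 and KRT18 below may reflect. Percentiles of the HOX, olfactory receptor, keratin and protocadherin lists may therefore be overstated. HOX genes had 1 of 39 (percentile 0), at HOXD8 (fold 1.80). Olfactory receptors had 7 of 416 (percentile 0), with the highest fold at OR6P1 (2.09), OR2AE1 (1.88) and OR52I2 (1.86). Keratin and keratin-associated genes had 4 of 149 (percentile 0), led by KRT19 (2.33), KRT8 (2.203) and KRT18 (2.203). Protocadherins had 11 of 66 (percentile 0.035), led by PCDH8 (3.06), PCDH12 (2.49) and PCDH7 (2.22), and regulators of mesoderm and endoderm had 12 of 60 (percentile 0.93), with peaks at GATA3 (2.51) and MESP2 (2.18) among them. On the even-numbered autosomes alone, protocadherins (3 of 4 genes, percentile 92.4), keratin genes (14.3) and mesoderm and endoderm regulators (7.46) were inside the range of random lists, and without matching on CpG content the mesoderm and endoderm regulators were too (2.74).

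Regulators of neural development did not stand apart, with 29 of 60 genes (48.3%, percentile 95.5); without matching on CpG content they did, at percentile 99.8. Autophagy genes were inside the range under every alternative tried, with 18 of 45 genes (40%, percentile 65.7). The study tied autophagy to genes with strong JMJD3 signal and little or no UTX signal. Neuron development and cell cycle were tied to genes bound by both proteins. Without UTX data these sets were not tested here, and the lists written by hand differ from them. Also inside were neural progenitor markers (4 of 7 genes, percentile 87.4), neuronal and glial markers (6 of 10, 95.9), pluripotency markers (4 of 8, 86.3), Notch pathway genes (13 of 31, 79.5), ribosomal protein genes (42 of 86, 97.4), proteasome subunits (20 of 44, 85.3), intraflagellar transport and BBS genes (12 of 23, 95.7), ZNF genes (173 of 476, 42.1) and replication-dependent histone genes (30 of 76, 59.6). Some of these lists stood apart under an alternative. Neuronal and glial markers did so with fold at or above the median (97.6), with a Poisson p under 1e-05 at full depth (98.3) and on even-numbered autosomes (99.6). Under the other alternatives these markers were inside the range, down to 54.7 with a window of 1 kb and 14.2 on odd-numbered autosomes (0 of 3 genes). Neural progenitor markers stood apart with the same p at full depth (97.8). Ribosomal protein genes did so with a window of 1 kb (99.47), on odd-numbered autosomes (98.9) and on autosomes only (98.8). Without matching on CpG content 12 of 19 lists stood apart, among them ribosomal protein genes (99.96), ZNF genes (99.2), intraflagellar transport and BBS genes (98.045) and proteasome subunits (97.505).

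**Figure D3:**
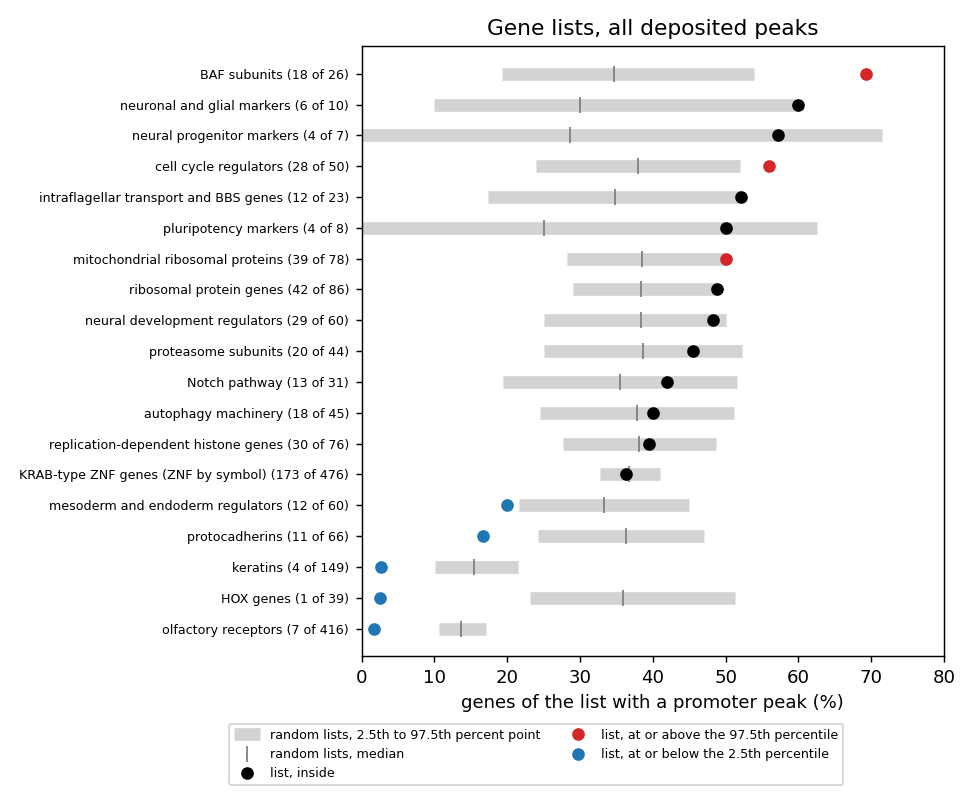
Share of genes with a promoter peak among all deposited peaks (horizontal axis, %) for each gene list (vertical axis, genes with a peak and genes in the list in parentheses); points are the lists (red above, blue below and black inside the range), grey bars span the central 95% of 10000 random lists matched on promoter CpG content, and ticks are their medians. BAF subunits lie at 69.2% against a range from 19.2% to 53.8%, and HOX genes at 2.56%.

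Among neural progenitor markers, the promoters of NES, PAX6 and SOX2 carried peaks, none with q under 0.05. The peak with the highest fold among them (2.48, p 0.00146, 44 fragments) spanned the 5′ end of NES on chromosome 1, from 156677218 to 156677758. PAX6 had 4 promoter peaks, with a highest fold of 1.96, and SOX2 had 2 (2.25). Of the neuronal markers, TUBB3 had the only peak with q under 0.05, on chromosome 16 from 89926174 to 89926790 (fold 4.03, 73 fragments), 2583 bp from the nearest of its TSSs. NEUROD4 followed with a fold of 3.14, and NEUROD1 (2.47), NEUROG2 (2.03), MAP2 (2.02) and DLX1 (1.82) had weaker peaks. Of the pluripotency markers, LIN28A had a peak with q under 0.05 on chromosome 1 from 26408414 to 26409941 (fold 5.05, 145 fragments), 2110 bp from a TSS. DNMT3B (2.03), DPPA4 (1.85) and TDGF1 (1.64) had weaker peaks. The peaks of TUBB3 and LIN28A lay on the REST consensus, with 1 and 0 mismatches. At such peaks, background of the antibody was not measured. KDM6B, which encodes JMJD3 itself, had 4 promoter peaks, the strongest on chromosome 17 from 7836221 to 7837112 (fold 2.91, p 3.45e-05, 52 fragments), with a control level of 4.2 fragments near the background of 4.16. KDM6A, which encodes UTX and lies on chromosome X, had 0.

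No BAF subunit had a promoter peak with q under 0.05. The highest fold was at ACTL6B, which encodes the neuronal subunit BAF53B, on chromosome 7 from 100656131 to 100656821, over the 5′ end of the gene (fold 3.29, p 1.30e-06, 63 fragments). Its counterpart in progenitors, ACTL6A, had a fold of 2.07 (p 0.00159, 65 fragments) on chromosome 3 from 179562541 to 179563205, where the control level of 8 fragments was above the background. The ATPase genes had folds of 1.98 (SMARCA4) and 1.86 (SMARCA2). The other subunits with a promoter peak were BRD7 (2.71), SMARCB1 (2.56), SMARCD3 (2.45), ARID1A (2.44), SMARCC2 (2.41), SMARCD2 (2.40), BRD9 (1.98), DPF1 (1.98), BCL7B (1.85), DPF3 (1.84), SMARCD1 (1.81), ARID2 (1.77), SS18 (1.76) and BCL7C (1.70).

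Consensus sequences at the summits were compared with the flanks of the same summits. At q under 0.05, 1 of 20 consensuses was enriched. The consensus of REST (TTCAGCACCNNGGACAG), a repressor of neuronal genes, had 28 exact matches within 50 bp of the 100 summits and 0 in the flanks, a ratio of 114. None of its 200 shuffled orders had a match at these summits, so that the upper limit of their ratios, 2, is the value that the added 0.5 gives without matches. Across all deposited peaks REST had 139 matches against 3 (ratio 79.7), NFY had 1007 against 1359 over the longer flanks (ratio 1.48, percentile 99.5) and CREB had 59 against 41 (2.87, percentile 98). The ratio of REST ranged from 50 to 94 over 8 alternatives and stayed at the 100th percentile. Where the flanks held 0 matches, this ratio rests on the added 0.5 and follows the number of matches, so its size does not measure strength. These alternatives started from q under 0.05 and included all deposited peaks. No library of cells without the tag was among the data used here, so peaks that the antibody gives by itself were not measured. NFY and CREB were not enriched at summits over 3 kb from a TSS, with ratios of 1.05 and 0.947. CREB lay close to the upper limit of its shuffled orders, 2.8, and was not enriched with a window of 100 bp (percentile 97) and on even-numbered autosomes (92.5). A homeobox consensus passed the same threshold in the full list with a ratio of 0.805, below 1, against 13 possible orders, and the GC-box had 7 orders, which are too few for a percentile to be read. The consensuses of RFX (percentile 83.5), SOX (84.5), OTX (92) and AP1 (42.5), families the study named from accessible chromatin, were not enriched across all peaks. CTCF had 203 matches against 99 (ratio 4.09), a higher ratio than NFY and CREB, but stayed at percentile 95. The upper limit of its shuffled orders was 6, which the added 0.5 gives for 1 match against 0. The percentile therefore does not rule out enrichment of CTCF.

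**Figure D4:**
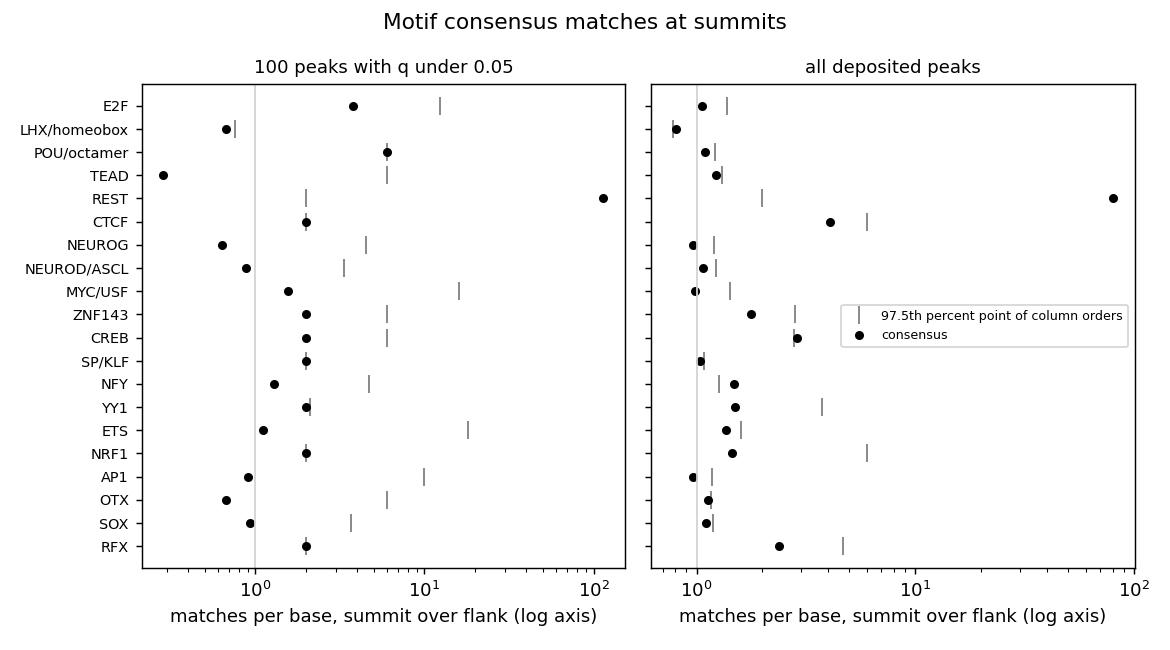
Matches per base within 50 bp of the summit divided by those in the flanks (horizontal axis, log scale) for 20 consensus sequences (vertical axis), for the 100 peaks with q under 0.05 and for all deposited peaks; points are the consensuses and ticks the upper limit of their shuffled orders, and a ratio of 2 is what the added 0.5 gives when there are 0 matches at summits and in flanks. REST lies at 114 and 79.7, with its tick at this value.

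With up to 2 mismatches, the REST consensus lay within 50 bp of 76 of the 100 summits with q under 0.05 (76%, 66.4 to 84.0) and in 0 of their flanks. In the full list 596 peaks had such a match and 7 had one in the flank. The share was 0.275% (0.150 to 0.461) among the weakest class of peaks and 81.0% (69.1 to 89.8) among those with −log10 p above 8.

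Of the 10 peaks with the highest fold, 9 had such a match. The strongest peak, on chromosome 11 from 66421490 to 66422139, had a fold of 10.48 and 255 fragments (225 to 288). It lay in an intron of NPAS4, 727 bp downstream of a TSS. The second, on chromosome 9 from 126082574 to 126083144 (fold 8.29, 154 fragments, 131 to 180), lay in an intron of a long noncoding RNA gene. The third, on chromosome 19 from 4769318 to 4769988 (fold 7.55, 191 fragments, 165 to 220), lay in an exon of the noncoding MIR7-3HG and was the exception, with 4 mismatches. The fourth and the fifth were intergenic, on chromosome 8 from 141715835 to 141716409 (fold 7.13) and on chromosome 4 from 1410340 to 1410918 (7.08), the latter 4178 bp upstream of NKX1-1. Introns of DLGAP4 on chromosome 20, from 36383914 to 36384469 (6.97), and of CELF4 on chromosome 18, from 37269933 to 37270518 (6.96), held the next peaks. The remaining peaks lay 217 bp upstream of HTR5A on chromosome 7, from 155069809 to 155070484 (6.87), in an exon of TAS1R3 on chromosome 1, from 1334819 to 1335351 (6.55), and in an exon of CELSR3 on chromosome 3, from 48661559 to 48662208 (6.45). The lower limits of the fragment counts of all 10 peaks were at least 98.6, compared with the background of 15.3.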

Values the study reported

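The study stated that MACS2 was run with a p threshold of 0.1 and reads extended to 150 bp, and that peaks were kept where the q value lay below 0.05.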

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

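Of the tests in this part, those of a copy-number gain and of peaks made of unique sequence were chosen only after the result was seen. The input library has no peaks of its own and entered no comparison of the report, but its coverage is contained in the control level of every peak. This level was raised in 1 stretch of chromosome 20, which is why the stretch is given here. Between positions 31000001 and 32500000 (1.5 Mb) lay 125 peaks of the full list, 83.3 per Mb against 5.79 per Mb over the autosomes. Their median control level was 7 fragments per window (quartiles 6.27 and 8.1), 1.68 times the genome background of 4.16. The control level was at the background for 1.6% of these peaks, compared with 55.3% of the 219 other peaks on the long arm, whose median was 4.16. Among 612 bins of 250 kb with at least 5 peaks, 15 had a median control level of at least 6, and 6 of these 15 bins made up the stretch.

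Sequence repeated in the reference went some way in the direction this explanation predicts, since 94.1% (92.92 to 95.05) of 2000 32-mers from the peaks of the stretch occurred once in the genome, against 98.7% (98.1 to 99.1) from the other long-arm peaks, and that share by itself does not decide. At the 70 peaks of the stretch in which every 32-mer occurred once, the control level was still 1.68 times the background, with a lower quartile of 6.30, which argues against repeated sequence as the cause at those peaks. A copy-number gain in the cells may raise the input at all positions of a stretch and stays open. The 41 promoter peaks of the stretch had a control level 1.84 times the background, but the stretch was chosen by its control level, so this value decides nothing. The 8 peaks in the next 1 Mb had a median of 4.16, and the other end of the stretch could not be examined, because the bins just before it hold no peaks. A collapse of sequence in the assembly, common to all human samples, would give the same values, and without another sample it was not tested. No biological explanation was tested, as the design has no second group.

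The summits of the stretch held a median of 54 ChIP fragments against 38 on the rest of the long arm, while their median fold was lower, 1.89 against 2.07. The stretch holds the TSSs of 27 protein-coding genes, 18 of which had a promoter peak, and 0 genes of the BAF and cell cycle lists.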

How the results depend on the processing

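The use of all deposited peaks, of autosomes only and of peaks with a Poisson p under 1e-05 at full ChIP depth was chosen only after the data had been seen, as was every alternative applied to all deposited peaks. No paired analysis was possible because each group has 1 sample. No result that stood past its threshold came to stand past the opposite one. Directions did change short of that: on even-numbered autosomes protocadherins went from percentile 0.035 to 92.4 (3 of 4 genes), and the share of summits downstream of the TSS was 60.9% at q under 0.05 and 42.1% over all deposited peaks. The alternatives that leave out peaks in repeats were not run, because the genome sequence at hand carries no repeat mask. Taking 1 summit per interval moved nothing, since each interval occurs once.

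For the 100 peaks with q under 0.05, a promoter window of 1 kb gave a share of 23% (against 4.30% of the genome, a ratio of 5.35), 25 genes and 0 gene lists apart, and the 5′-most TSS gave 26% (against 3.64%, a ratio of 7.14) and 1 list. Both windows are narrower by construction. The motif window of 100 bp put 3 consensuses past the threshold, and q under 0.01 put 2. Fewer peaks by construction were left by q under 0.001 (51 peaks, 21 genes, 1 list, 2 motifs), fold at or above the median (53 peaks, 21 genes, 1 list, 2 motifs), odd-numbered autosomes (53 peaks, 24 genes, 1 list) and even-numbered autosomes (47 peaks, 15 genes, 1 list). All deposited peaks gave 15988 peaks, 6280 genes, 8 lists and 4 motifs. Under the alternatives within q under 0.05, the motifs added to REST are no evidence of enrichment: NRF1 had 1 match, the homeobox consensus had 0 matches and its ratio comes from the added 0.5, and the GC-box has 7 possible orders. The homeobox consensus among the 4 motifs over all peaks had a ratio below 1. For the numbers of lists and motifs the cause was not tested. The promoter share ranged from 23% to 42.4% and was above that of the genome under every alternative run.

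For all deposited peaks, the looser CpG definition moved the ratio of CpG-rich to other promoters to 2.03. The window of 1 kb gave a promoter share of 33.8% (7.86 times the genome), a fold ratio of 1.05 and a CpG ratio of 1.77, and the 5′-most TSS gave 32.2% (8.83 times), 1.04 and 1.997. Summits within 300 bp of a TSS lay downstream in 36.8%. Away from promoters 2 motifs passed the threshold, REST with a ratio of 126 and the homeobox consensus with 0.809. REST alone was thus called enriched there. CTCF had a ratio of 4.36 at these summits but a percentile of 86.5, below the threshold. Fold at or above the median left 7996 peaks, a promoter share of 48.3%, 4049 genes and 40.1% of summits downstream. Odd-numbered autosomes gave 8597 peaks, 45.6% and 3624 genes, and even-numbered autosomes gave 7358 peaks, 38.8%, 2645 genes, a CpG ratio of 1.51, 5 lists and 43.9% downstream. Peaks with a Poisson p under 1e-05 at full depth numbered 6669, with a promoter share of 51.5%, a fold ratio of 1.02, 3719 genes and 39.2% downstream. Apart from the smaller numbers of peaks and genes, which follow from the selections, the cause was not tested.

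Of 190 single list results, 173 stayed on their side of the threshold, 9 became weaker and 8 stronger. These compare q under 0.05 with its alternatives, all deposited peaks among them. Every list that became stronger did so with all deposited peaks, so none did within q under 0.05. With all deposited peaks as the starting set, 148 of 171 stayed, 11 became weaker and 12 stronger. For single motifs, 152 of 160 stayed and 8 became stronger, again with all deposited peaks among the alternatives to q under 0.05. NFY and CREB became stronger only with all deposited peaks. With all deposited peaks as the starting set, 132 of 140 motif results stayed, with 5 weaker and 3 stronger. REST was enriched under all alternatives run, with ratios from 50 to 94 at q under 0.05 and from 38.2 to 538 over all peaks. Over all peaks, the percentile of HOX genes stayed at or below 0.105, that of olfactory receptors at or below 0.005, that of autophagy genes between 39.9 and 88.8, that of BAF subunits between 95.3 and 99.995, and that of cell cycle regulators between 93.3 and 99.985.

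The depth limits what the p-values can show. The authors' p-values rest on the ChIP pileup scaled down to the control, in which 1 fragment counts as 0.271. The lowest summit at the background held 30 fragments, with a deposited p of 0.0267, where the unscaled counts give a Poisson p of 5.94e-04. At full depth 6669 peaks (41.7%) had a p under 1e-05, compared with 265 as deposited. The full-depth p takes the control level as exact, although its median over all peaks was 4.5 fragments per window. Counting error of the input is left out, so these p-values can be too small.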

Other observations

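Of the tests in this part, those of base composition, of REST peaks with the control at the background or at a like level, of donor DNA, of widely expressed genes with its 2 further settings and of the number of TSSs were chosen only after the result was seen. The file's largest p of 0.0492 and the fragment length of 300 bp that its control levels imply differ from the peak-calling settings the study's methods state. Which settings made the file was not tested.

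The strongest peaks lay on the REST consensus, in 76 of 100 peaks with q under 0.05 and in 3.73% of all peaks, at a median distance of 11 bp from the summit among matches within 50 bp. Of the autosomal sites of the genome, 56.9% (50.5 to 63.2) of the 246 exact matches had a peak, compared with 28.1% of 1100 sites with 1 mismatch and 2.30% of 8016 with 2. Base composition is excluded as the cause, since no shuffled order of the consensus came within 2 mismatches at more than 1 of the 100 peaks, or at more than 8 of all 15988 peaks, against 76 and 596 for the consensus. Open promoter chromatin is excluded as the whole cause, since 51 of the 64 peaks with q under 0.05 that were over 3 kb from a TSS had the consensus (79.7%, 67.8 to 88.7), against 69.4% of the 36 promoter peaks. Locally raised control coverage is excluded as the cause. The median control level was higher at peaks with the consensus (5 fragments) than at the others (4.47), and among peaks with q under 0.05 the consensus was present in 84.7% of the 59 above the background and in 63.4% (46.9 to 77.9) of the 41 at the background. However, fold and p are taken over the local control, so that a higher control level makes a peak weaker. The folds of the 76 peaks over their own control were 3.10 or more. The lowest fold of all 100 peaks was the same, so this minimum follows from the selection on q and decides nothing. In each of 4 classes of control level, the consensus was present in at least 48.8% of the peaks with −log10 p above 4 and in at most 5.28% of those up to 2. Background of the antibody stays open, as 0 peak lists of cells without the tag were among the files. JMJD3 may be present at sites bound by REST in these cells, a hypothesis that the library alone cannot separate from antibody background.

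The promoter share fell among the strongest peaks, from 64.2% between −log10 p of 3 and 4 to 38.1% above 8. A candidate explanation is a second class of sites on the REST consensus. Among the 250 peaks without the consensus and with −log10 p above 4, the promoter share was 70% (63.9 to 75.6), near the 70.5% (67.2 to 73.7) of the 791 such peaks between 3 and 4, while the 265 peaks with the consensus above 4 had 29.1% (23.7 to 34.9). An exception were the 12 peaks without the consensus above 8, of which 4 lay at promoters, too few to decide.

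Chromosome X had a promoter peak at 1.28% of genes (0.641 to 2.28), and 0.168 peaks per Mb against 5.79 on the autosomes. Fewer CpG-rich promoters are excluded as the cause, since the autosomal rates at the same CpG content gave an expected 32.4%. A single X copy judged against the autosomal background is a candidate explanation. The study writes the UTX knock-out of H1 as −/Y, which leaves H1 with a single X. Every autosomal fragment count was divided by 2 and compared with the genome background at all peaks, in place of their local control. In this test 300 autosomal genes (1.57%) kept a promoter peak, inside the interval of X, and 0.201 peaks per Mb were left. Local control levels above the background were left out of it. The low number on X could therefore follow from the threshold, without any difference in binding. No biological explanation was tested.

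KDM6B had 7 peaks in the gene and 3 kb around it, and of 3366 autosomal genes of similar length 4 had as many or more, with a median of 0. Donor DNA copies left by the knock-in might raise coverage at the gene end, where the tag was placed. The control level there was at most 5 fragments at 3 peaks (median 4.44), against a background of 4.16. With 3 windows, donor DNA at the gene end cannot be told apart from chance variation in the input, or from binding of JMJD3 at its own gene. The other peaks, with the strongest (fold 2.91) among them, had summits 12606 to 20902 bp from the gene end. Raised coverage at the gene end would not account for those peaks.

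BAF subunit promoters had peaks more often than matched genes. Promoters of widely expressed genes are an explanation that stays open. The BAF share lay at percentile 98.8 among lists drawn from 208 ribosomal, mitochondrial ribosomal and proteasome genes, of which 48.6% had a peak, but the gap did not hold under other settings. With a window of 1 kb the shares were 53.8% and 46.2% (percentile 79.9), and with a Poisson p under 1e-05 at full depth they were 34.6% and 31.2% (percentile 65.8). More annotated TSSs per gene (a median of 13.5 against 5) are excluded as the whole cause, because with the 5′-most TSS only the list stayed apart at percentile 99.5. The list fell to percentile 95.3 when peaks were limited to a Poisson p under 1e-05 at full depth, and stayed apart at 98.9 with fold at or above the median, so whether it depends on weak peaks is open. Expression in these cells was not used here, so a relation to expression level stays untested.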
